A study of Homo sapiens with 4 samples.

How the data were processed

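Poly(A) RNA of H9 cells, an established line of primed human embryonic stem cells, was read as amplified cDNA on a nanopore sequencer. Per the labels' protocols, cDNA was primed with oligo-dT, made by strand switching and amplified for 14 cycles of PCR. The protocols describe no molecular identifiers, so reads are not independent molecules, and tests on reads cover counting error only.

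The authors deposited 1 table of gene-level TPM (a read number divided by a length and scaled to a common sum within each library), with 1 column per library and 16174 genes. The aligner, the counting tool, the annotation release, the genome build and any filter are not stated in the labels or the table header. Of the listed genes, 14911 matched GENCODE release 29 by name and chromosome, and 77.0% of those shared a start or an end with it. Coordinates are given as the table lists them. The listed values summed to 956574 TPM (day 2) and 953827 TPM (day 3) in the knockdown libraries and to 958319 TPM and 956316 TPM in the control libraries, so a few percent of the scaled signal is not analysed here. Of the genes, 2334 were listed at 0 in all 4 libraries.

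The depth was recovered from the values. Between libraries, the 13 mitochondrially encoded mRNAs, which have no introns, took values that were whole multiples of a unit inversely proportional to gene length. With that unit, 2854 of the 13840 genes with a value (20.6%) came out as whole reads divided by the distance from gene start to gene end, within 0.0001 read. Among 38 spliced genes with a single GENCODE transcript and identical coordinates, 92.1% came out as whole reads over the span with introns and 0% over the spliced length. Genes with more than 5 transcripts came out whole in 4.36% of 7713 cases, since their TPM adds transcripts of different spans. The deposited TPM values therefore divide by genomic span, introns included, which raises short and intronless genes against long ones. In comparisons of 1 gene between libraries the span cancels for a gene with a single transcript. For a gene with several, a shift between transcripts of different span can change the TPM at equal reads. One read on a span of 10 kb was worth 0.729 TPM and 0.653 TPM in the knockdown libraries of day 2 and day 3, and 0.803 TPM and 0.672 TPM in the control libraries. Reads per gene are exact for the whole-read genes. For the others they are bounded from above by taking the full gene span, or estimated from the median span of the GENCODE transcripts. Steps that depend on the gene are not a constant unit per library, so edgeR, planned for whole reads only, was not run.

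Libraries were grouped by the guides named in the labels, with 2 libraries per arm, 1 after 2 days and 1 after 3 days of doxycycline. Changes were taken on log2(TPM + 1), which understates the change of low genes. Genes with a mean of at least 1 TPM over the 4 libraries were tested with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with a mean-variance trend), with Benjamini-Hochberg adjustment and a threshold of 0.05. No day term was used in the main test. The same test compared day 3 with day 2. Libraries share a number across arms because the labels give the same day of doxycycline. The deviations of same-day libraries from their arm means had a correlation of 0.046 across 8274 genes. This equals the correlation of the day change between the arms. That correlation was 0.393 among 351 genes with a mean of at least 300 TPM, -0.0645 with at least 50 TPM and 0.226 over 407 whole-read genes. The 0.046 therefore does not rule out a shared effect of the day, which would widen the error of the main test. The fit with day as a replicate block was an alternative. Gene lists were tested with limma's camera at a preset correlation of 0.01, adjusted over 12 lists, and again with fry and with an estimated correlation. Each list's median was ranked among 10000 random lists matched on mean expression in 20 bins. Limma's difference between the days of the guide change was tested as the crossed contrast of the 4 libraries. It was fitted without guide or day terms, so the differences between guides and between days form its error.

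The targeted gene, 15 names near it on chromosome 7, the lists and the test were fixed before the data were examined. So was the rule for other named genes. For the guides, it takes the 5 genes each way with the largest change among those past the threshold and changed alike on both days. If fewer pass, genes with a mean of at least 5 TPM fill the places, ranked by the smaller of the changes on the 2 days. For the days, the rule takes 3 genes each way. The alternatives fixed then were pseudocounts of 0.1 and 5, no filter, a mean of at least 5 TPM, quantile normalization, median ratio scaling, eBayes without a trend, the replicate block, fry, and leaving out each library. Filters on a mean of at least 50 TPM or 20 estimated reads, each with and without the block, and limma's voom on whole reads (407 genes with a mean of at least 10 reads) were chosen after seeing the data. The tolerance for a whole read was also changed after results had been seen. It was first 0.01 read and was then lowered to 0.0001 read. The looser tolerance may let in genes with several transcripts whose values come close to whole numbers by luck. Whether the genes dropped were of that kind was not tested. At 0.01 read, 3681 genes came out whole and voom tested 466, with 0 genes past the threshold between the guides and 8 between the days. The correlation of the guide change between the days was then 0.00193, against 0.0749 at the tolerance kept. Isoforms of SNHG26 were not analysed here, since values are per gene.

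The procedure was tested on 5 simulated tables drawn from the real means and depths with a coefficient of variation of 0.2 and 200 genes changed 4-fold. Under the main settings a table gave on average 0.6 changed and 11.4 unchanged genes past the threshold. Of the changed genes with at least 20 reads, 100% had the right sign and 97.9% an unadjusted p under 0.05. When only genes with at least 20 estimated reads were tested, 67.4 of 70.4 changed genes passed on average, with 2.8 unchanged ones. With the day as a replicate block and the main filter, a table gave on average 0 genes. A count of 0 under that block therefore cannot show that no gene changed. The simulated tables held no difference between the days and 1 span per gene, so they can overstate how many changes pass. Another 100 tables without changed genes, added after the results had been seen, gave the calls that arise with no effect. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for the rest.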

Results

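Long-read RNA sequencing was used to ask how repressing the long non-coding RNA gene SNHG26 changes the transcriptome of H9 human embryonic stem cells. The cells carried a doxycycline-inducible dCas9-KRAB, a nuclease-dead Cas9 fused to a repressor domain (CRISPR interference), together with either 4 pooled guides against SNHG26 or control guides without a target. RNA was taken after 2 or 3 days of doxycycline, with 1 library per guide arm and day, so each arm has 2 libraries that differ in day. Every mean ± SD below has n = 2 and its spread includes any effect of the day.

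The libraries were shallow. With every read placed on the full gene span, the knockdown libraries of day 2 and day 3 held at most 1044055 and 1220265 reads, and the control libraries at most 947338 and 1135935. With the median transcript span of the reference annotation, the same libraries held an estimated 478985, 552648, 435826 and 523576 reads. Values above 0 were listed for 10863 and 11162 genes in the knockdown libraries and for 10603 and 11134 in the control libraries, and 8318 genes had a value in all 4. The 10 highest genes took 31.0% and 27.3% of the listed TPM in the knockdown libraries and 31.4% and 31.0% in the control libraries. Across 8274 genes with a mean of at least 1 TPM, Pearson correlations of log2(TPM + 1) between libraries ran from 0.833 to 0.862. Among 392 nuclear genes with whole reads and at least 40 reads, chi-square per degree of freedom was 1.36 between the day 2 libraries of the 2 arms and 1.97 between the day 3 libraries. Between days it was 2.41 in the knockdown arm and 2.24 in the control arm. With mitochondrial genes included (407 genes), the values were 1.82 and 6.602 between arms and 4.42 and 2.40 between days, so the largest of the 4 was then the day 3 difference between the arms. Pairs that differed in both guides and day had 2.71 and 2.30 without the mitochondrial genes. These values set amplified reads against counting noise only, so they do not separate preparation from biology.

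The targeted gene, SNHG26, is listed on the plus strand of chromosome 7 from 22853869 to 22913785. In the knockdown libraries it was listed at 0 TPM on day 2 and at 0.933 TPM on day 3, against 2.98 and 4.03 TPM in the control libraries. The means were 0.466 ± 0.660 (SD, n = 2) and 3.50 ± 0.742 (SD, n = 2) TPM. On log2(TPM + 1) the change was -1.99 on day 2 and -1.38 on day 3, with a mean of -1.69 (SE 0.58). An exact two-sided permutation test gave p = 0.333, the smallest p that 2 libraries against 2 allow. The limma adjusted p over 8274 genes was 0.935 (unadjusted 0.0417), and by unadjusted p SNHG26 ranked 294. The direction was the one named by the labels in both libraries, and the difference was not past the threshold.

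Few reads lie behind these values. The day 3 knockdown value equals 1 read on a span of 7001 bases. On that span the values correspond to 0 and 1 reads in the knockdown libraries and 2.60 and 4.20 in the control libraries. The control values are not whole. A sum over transcripts of several spans would give this, but which transcripts were counted is not known. On the full gene span, the upper bounds are 0, 8.56, 22.2 and 35.9 reads. On a span of 7001 bases a count of 0 in the day 2 knockdown library allows up to 3.12 TPM, which is above the day 2 control value. The gene as listed overlaps HYCC1 on the opposite strand by 24415 bases. Whether counting used strand is not stated, so reads of either gene are uncertain there. In GENCODE release 29 SNHG26 runs from 22854178 to 22861579, which ends before the listed start of HYCC1 at 22889371. The pseudocount moved the size of the change most, to -3.47 with 0.1 and -0.64 with 5.

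**Figure D1:**
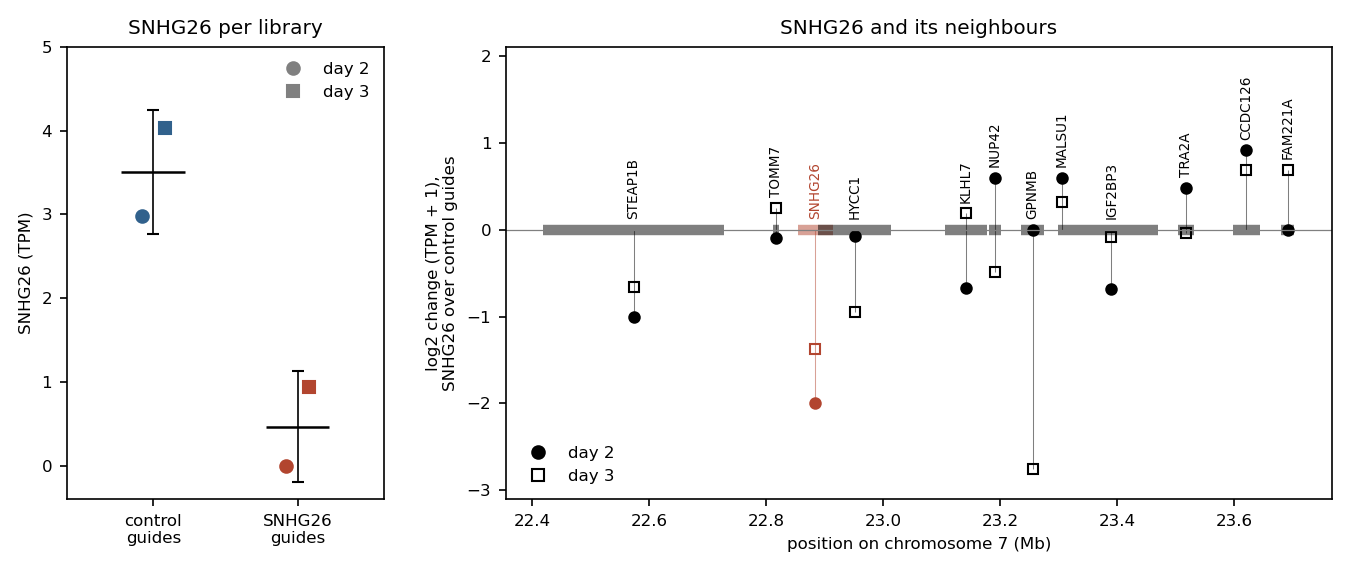
The left panel plots SNHG26 in TPM for each library, with the mean as a line and the SD (n = 2) as a bar; the right panel plots the log2 change of TPM + 1 on day 2 (filled circles) and day 3 (open squares) against position on chromosome 7, with gene spans as bars. SNHG26 lay lower in the knockdown library on both days, by -1.99 and -1.38. STEAP1B, HYCC1 and IGF2BP3 were lower on both days as well, and MALSU1 and CCDC126 were higher on both.

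Genes around the target were compared because KRAB can repress promoters near its binding site. TOMM7 (22812628 to 22822849, minus strand), the closest gene that does not overlap SNHG26, had 522.6 ± 8.25 TPM with the SNHG26 guides and 498.2 ± 76.5 TPM with the control guides, a log2 change of 0.08 (SE 0.17). HYCC1 (22889371 to 23014130, minus strand) changed by -0.51 (SE 0.51), with -0.07 on day 2 and -0.95 on day 3. The 10 neighbours above the filter had limma adjusted p-values of at least 0.710 adjusted over the list alone and of at least 0.935 over all genes tested, and none passed either. Their log2 changes ran from -1.38 for GPNMB to 0.80 for CCDC126. The GPNMB value came from 1 control library, at 5.73 TPM on day 3, with 0 TPM in the other libraries, and was 0 without that library. TOMM7, KLHL7, NUP42, TRA2A and FAM221A had changes of opposite sign on the 2 days. The signs of TOMM7, KLHL7 and NUP42 also depended on which library was left out.

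STEAP1B (22419444 to 22727613, minus strand) fell below the filter, with a mean of 0.707 TPM. It was listed at 0.137 and 0.324 TPM in the knockdown libraries and at 1.28 and 1.09 TPM in the control libraries, with log2 changes of -1.004 and -0.66. When every gene with a value was tested, its limma adjusted p was 0.873 (unadjusted 0.044). RAPGEF5 was listed at 0 TPM in all 4 libraries, and IL6 is not analysed here.

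Across 8274 genes, 0 passed an adjusted p of 0.05 between the guide arms, and 337 (4.07%) had an unadjusted p under 0.05. The smallest limma adjusted p was 0.0917. The genes chosen by the naming rule therefore did not pass. Higher with the SNHG26 guides on both days were SNORD14D (chromosome 11, 123058909 to 123058995), SCARNA12, ZBTB8OSP2, MAD2L1P1 and RPL35AP36. Lower on both days were MT-TE (mitochondrial, 14674 to 14742), RNU5A-1, RPL22P3, UBA52P4 and RPL10P3. Each of these 10 was listed at 0 in both libraries of 1 arm and rested on 1 to 3 reads in each library of the other, so no fold change is given. SNORD14D, for example, stood at 83.8 and 75.1 TPM on 1 read in each knockdown library, and MT-TE at 116.4 and 194.7 TPM on 1 and 2 reads in the control libraries. Their limma adjusted p-values ran from 0.0917 to 0.308. Several are processed pseudogenes of ribosomal protein genes, whose reads can be shared with the parent gene. The count moved most, to 14 genes, with day as a replicate block and a mean of at least 50 TPM. With at least 20 estimated reads, 2434 genes were tested and 0 passed (82 with an unadjusted p under 0.05). Most simulated 4-fold changes passed under those settings. The simulation had a coefficient of variation of 0.2 and no difference between the days, so real 4-fold changes are not excluded.

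The changes on the 2 days, each from its own pair of libraries, were compared across genes, which are not independent replicates. Over 8274 genes, the Pearson correlation was -0.0065 and the Spearman correlation 0.0195. Of 7513 genes that moved on both days, 51.2% moved the same way. The change between days compared across the arms gave 0.0464 and 0.103, with 53.9% of 7538 genes moving the same way. Crossing the days of the guide comparison gave -0.0527 and -0.0857. Among the 351 genes with a mean of at least 300 TPM, the Pearson correlations were 0.215 for the guide change, 0.393 for the day change and -0.196 for the crossed comparison. With a mean of at least 50 TPM (1145 genes), the Pearson correlation of the guide change was -0.149 and the Spearman correlation 0.0685, and the day change gave -0.0645 and 0.280.

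**Figure D2:**
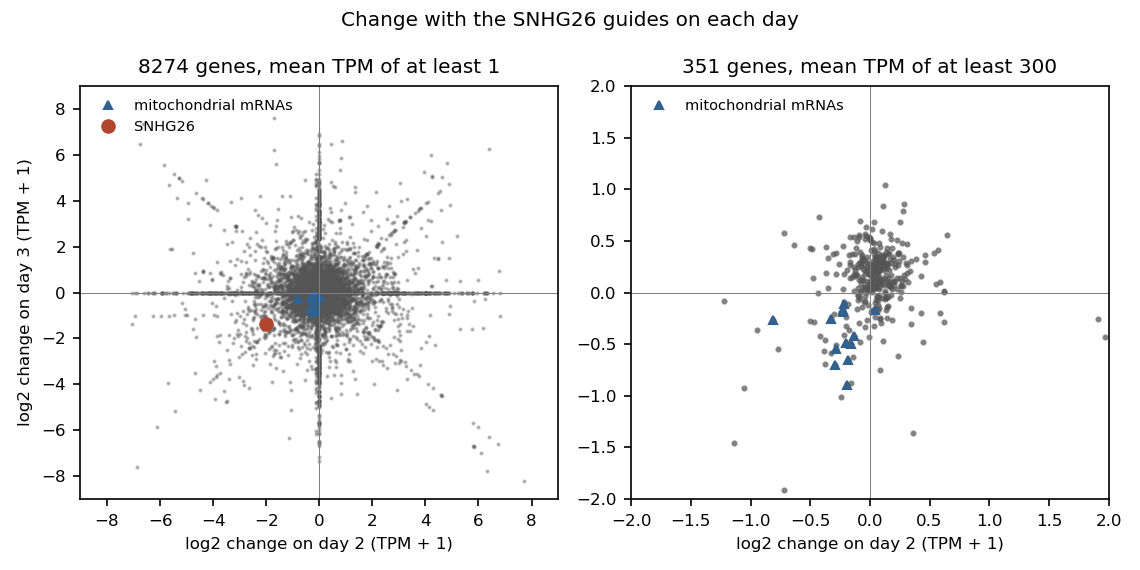
Each point is a gene, with the log2 change of TPM + 1 (SNHG26 over control guides) on day 2 on the x axis and on day 3 on the y axis, for 8274 genes on the left and the 351 genes with a mean of at least 300 TPM on the right. The cloud on the left has a Pearson correlation of -0.0065, and 12 of 13 mitochondrial mRNAs (triangles) lie below 0 on both axes.

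Between day 2 and day 3, 3 genes passed the threshold and 547 (6.61%) had an unadjusted p under 0.05. MT-TG (mitochondrial, 9991 to 10058) and RNVU1-31 (chromosome 1, 145465617 to 145465780) were higher on day 3, and SNORD68 (chromosome 16, 89561434 to 89561517) was lower, each with a limma adjusted p of 0.0463. These rested on 1 read of MT-TG and 2 reads of RNVU1-31 in each day 3 library and 1 read of SNORD68 in each day 2 library, with 0 in the other day. The rule added RPL30P14 as higher, and MT-TI and RNA5SP437 as lower, none of which passed. With the guide arm as a replicate block, 0 genes passed. With that block and a mean of at least 50 TPM, 35 passed.

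The 12 gene lists asked whether pluripotency, lineage, stress or housekeeping programmes moved with the guides. The 13 mitochondrially encoded mRNAs had a median log2 change of -0.33, with -0.22 on day 2 and -0.42 on day 3. The camera adjusted p in limma was 0.0177, and 12 of the 13 were lower on both days. On day 2, 0.07% of the random lists lay as low, and on day 3 none of 10000 did. The list did not pass with fry (adjusted p 0.465) or with an estimated correlation between genes (adjusted p 0.816). It was the only list that passed under camera. The other 11 lists had camera adjusted p-values of at least 0.404 in the main setting. No list passed for a difference between the days in its guide change, at a camera adjusted p of at least 0.650. That test takes the guide and day differences as its error, so it cannot exclude such a difference.

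Core pluripotency genes (21 tested) had a median change of -0.12, with -0.03 on day 2 and -0.23 on day 3. On day 3, 0.66% of the random lists lay as low, and on day 2 33.6% did. Without the day 3 control library the median became 0.0305. Primed genes (16) had a median of 0.09 and naive genes (6) of -0.62. Targets of p53 (16) had a median of -0.20, mitotic genes (24) of -0.01, hosts of small nucleolar RNAs (29) of -0.04 and cytosolic ribosomal proteins (82) of 0.11. Genes of the unfolded protein and amino acid stress responses (17) had a median of -0.22 on day 2 and 0.35 on day 3. Few lineage markers reached the filter. Of the mesendoderm list 3 genes were tested (median 0.33), of the neuroectoderm list 2 (-0.25) and of the amnion and trophectoderm list 2 (-0.16). The ribosomal protein list passed only without a filter, with an adjusted p of 0.031 and a median of 0.11.

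**Figure D3:**
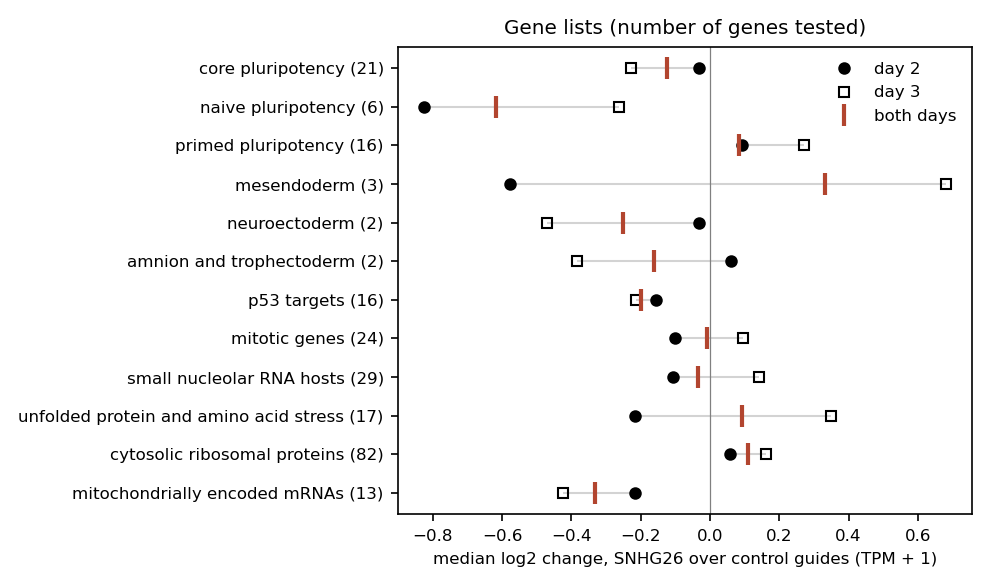
For each list, the x axis gives the median log2 change of TPM + 1 with the SNHG26 guides on day 2 (filled circles), on day 3 (open squares) and over both days (bars), with the number of genes tested in brackets. The mitochondrially encoded mRNAs lie at -0.22 and -0.42, and several other lists change sign between the days.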

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

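Of the tests described here, the 100 simulated tables and the filter on 20 estimated reads were chosen after the result was seen. The replicate block was among the alternatives fixed beforehand. A limma test asked whether the change with the guides differed between day 2 and day 3. With 1 library per arm and day, it took the guide and day differences as its error, so genes with little of either pass most easily. In that test 8 genes passed an adjusted p of 0.05 and 291 of 8274 had an unadjusted p under 0.05. They were chosen after their values were seen: RNU5D-1, SNORD35B, MT-TL1, MT-TV, MT-TH, RPL41P1, SNORA74D and SNORA44. All were short, from 69 to 141 bases, and none had more than 3 reads in any library. Each had reads in 1 library of each arm, on opposite days. A candidate explanation is that single reads of short genes, each worth much TPM, happened to fall into libraries alike. In 100 tables simulated at the real depths with no changed gene, the same test gave on average 11.22 genes past the threshold, and 61% of the tables gave at least 8. Of the simulated calls, 94.9% had at most 3 reads in any library. The guide comparison of the real table gave 0 genes, as did 26 of the 100 tables. With the day as a replicate block the 8 became 0. That block also gave 0 genes between the guides in simulated tables with 200 genes changed 4-fold, so its 0 cannot decide. Other settings gave from 0 to 14. Among genes with at least 20 estimated reads, 0 genes passed. A biological difference between the days in these 8 genes stays untested, and their depth cannot show one.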

How the results depend on the processing

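SNHG26 stayed lower in the knockdown arm and short of the threshold under each alternative that tested it, with adjusted p-values from 0.873 to 0.952. Its log2 change ran from -2.16 to -1.21 across the 4 comparisons that each left out one library. It could not be tested with a mean of at least 5 or 50 TPM or with 20 estimated reads, since it lay below them. Each comparison that left out a library had 1 library in an arm, and no test was run on those, so no count of genes is given.

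The count of genes changed by the guides was 0 under each alternative except the replicate block with a mean of at least 50 TPM, chosen after seeing the data, which gave 14 genes (4 higher, 10 lower). Of these 14, 12 had fewer than 10 reads in their lowest library and at most 24 in any library. The other 2 were named after their values were seen. MT-RNR2 had from 20535 to 30783 reads (log2 change -0.38, limma adjusted p 0.04), so low depth does not account for it. H2BC18 (log2 change -0.89, limma adjusted p 0.0321) had from 422 to 1689 reads as upper bounds only, so its depth is not known. Neither passed without the block. With the replicate block and 20 estimated reads the count was 0. The replicate block alone left 359 genes at an unadjusted p under 0.05 and 0 past the threshold, and changed no other call between the guides, the lists under camera included. A 0 under the block cannot show that no gene changed. With the day as the block, simulated tables with 200 genes changed 4-fold also gave 0.

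The 3 genes changed between the days became 0 with a pseudocount of 0.1 or 5, no filter, quantile normalization, eBayes without a trend, the replicate block, a mean of at least 50 TPM, and 20 estimated reads with or without the block. They became 35 with the replicate block and a mean of at least 50 TPM, and 7 with voom on whole reads (407 genes). The voom test called 0 genes between the guides, with 20 at an unadjusted p under 0.05. The cause was not tested further.

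The 8 genes whose change with the guides differed between the days became 14 with a pseudocount of 0.1, 13 with a mean of at least 5 TPM, and 7 with quantile normalization or median ratio scaling. They became 0 with a pseudocount of 5, no filter, eBayes without a trend, the replicate block, a mean of at least 50 TPM and 20 estimated reads, the last 2 with or without the block.

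The correlation of the guide change between the days was -0.0306 with a mean of at least 5 TPM, -0.149 with at least 50, 0.0565 with 20 estimated reads and 0.0749 with voom on whole reads. The voom value depended on the tolerance for a whole read, changed after results had been seen: at the tolerance used first it was 0.00193, and voom called 8 genes between the days. The sets of genes differ, and genes are not independent, so whether these values differ from the one over 8274 genes was not tested.

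Among the lists, the mitochondrial mRNAs kept their median of -0.33 with fry but did not pass there. They did not pass with an estimated correlation between genes either (adjusted p 0.816). They passed in the alternatives tested with camera at the preset correlation, at -0.37 with median ratio scaling and -0.29 with quantile normalization. Ribosomal proteins passed without a filter, with a median of 0.11. Core pluripotency reversed to 0.00932 with at least 5 TPM, and neuroectoderm to 0.0149 without a filter. Primed genes reversed to -0.0729 with at least 50 TPM, with and without the replicate block. Mitotic genes reversed to 0.00193 with a pseudocount of 5, to 0.0868 with at least 5 TPM, and, with and without the replicate block, to 0.19 with at least 50 TPM and 0.12 with 20 estimated reads. The cause was not tested; none of these passed.

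Leaving out one library moved the list medians widely. They ran from -0.29 to 0.0305 for core pluripotency, from -0.85 to -0.19 for naive, from -0.0649 to 0.32 for primed, from -0.23 to -0.0151 for p53 targets and from -0.16 to 0.10 for mitotic genes. The hosts of small nucleolar RNAs ran from -0.11 to 0.0824, the stress genes from -0.20 to 0.41, mesendoderm from -0.96 to 0.74, neuroectoderm from -0.64 to 0.14 and the amnion list from -0.46 to 0.13. Mitochondrial mRNAs ran from -0.44 to -0.23 and ribosomal proteins from 0.05 to 0.17, with no change of sign. Among neighbours, KLHL7 ran from -1.02 to 0.53, NUP42 from -0.27 to 0.38 and TOMM7 from -0.0797 to 0.23. CCDC126 ran from 0.38 to 1.22 and MALSU1 from 0.000837 to 0.92, without a change of sign. With no library left out, 201 values of named genes other than SNHG26 kept their sign and, where tested, their side of the threshold. Their size could still move: CCDC126 stood at 1.43 with a pseudocount of 0.1 and 0.292 with 5. Another 18 lost their call (the 3 genes called between the days) and 2 moved in size (STEAP1B with either pseudocount).

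Depth limits what can be read from the single genes. Most genes chosen by the naming rule had at most 3 reads in any library, which is too few to read a change from. SNHG26 had at most 4.20 read equivalents on a span of 7001 bases, so the size of its change is poorly known. EdgeR was not run.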

Other observations

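Of the tests below, the one of the lipid synthesis list was written before its genes were looked at; the others were chosen after the result was seen.

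Sterol and fatty acid synthesis genes were lower on day 3 than on day 2 in both arms. The voom test on whole reads called 7 genes between the days. Of these, 5 were lower on day 3, ERG28, SCD, FABP7, MRPS26 and MRTO4, and 2 were higher, SMIM3 and KDR. ERG28 had 174 and 72 reads on day 2 and day 3 in the knockdown arm and 115 and 57 in the control arm, a log2 change of -1.35 (voom in limma, adjusted p 2.54e-06). SCD had 209 and 108 against 155 and 68 reads, a log2 change of -1.27 (adjusted p 3.4e-06). HSD17B7 had 41 and 25 against 25 and 13 reads and did not pass (adjusted p 0.0631). From these 3 a list of 34 genes of sterol and fatty acid synthesis and uptake was written. Of its 31 genes not yet seen, 27 passed the filter. Their median log2 change was -0.84, with -0.74 in the knockdown arm and -0.97 in the control arm. In each arm the median lay below all of 10000 random lists. Of the 27, 23 were lower on day 3 in both arms and 0 were higher in both. ACAT2 went from 161.4 to 58.6 TPM in the knockdown arm and from 137.1 to 25.01 TPM in the control arm. No single gene of the 27 passed limma's adjusted threshold in the main setting. Camera gave p = 4.67e-11 for this 1 list in limma, fry p = 0.0271, and camera with an estimated correlation p = 0.116, so the call rests on how far the genes of the list are taken to vary together.

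These values argue against a scaling difference between the days, since the median was -0.83 after median ratio scaling and the median change of all tested genes was 0.01. They also argue against repression of SNHG26 as the cause, since the control arm fell by 0.97 as well. The pattern may be a response of the sterol pathway to time, -0.84 over the 27 genes, and remains a hypothesis. The labels give the time of doxycycline only. Longer culture, denser cells, older medium and longer doxycycline go with it and were not tested, and a batch of library preparation by day is not recorded in the labels.

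SNHG26 was the gene the labels predict to fall. Of 1000 genes of similar mean TPM, 3.8% changed as far in either direction, and 2.3% fell as far and were lower on both days. An exact binomial test of 1 against 7 reads, rounded on the span of 7001 bases, gave p = 0.034, two-sided. It covers counting error only, on a span chosen so that the day 3 knockdown value is 1 read, and says nothing about variation between libraries. The 1000 genes were matched on TPM and not on reads, and longer genes have more reads at equal TPM. The 3.8% therefore cannot decide whether variation between libraries is the whole cause for a gene on about 8 reads. HYCC1 overlaps SNHG26 as listed here, but not the span of SNHG26 in GENCODE release 29. Whether reads of HYCC1 were counted as SNHG26 stays open: HYCC1 changed by -0.51 with a standard error of the same size, which cannot decide. Repression by the guides is the explanation the design names.

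STEAP1B, 126256 bases from SNHG26, was lower in both knockdown libraries by -1.004 and -0.66. Repression graded with distance is argued against by TOMM7, which lies between them at 31020 bases and changed by 0.0773 (SE 0.17). Of 1000 genes of similar mean TPM, 24% changed as far in either direction, so variation between libraries may account for it. These genes too were matched on TPM and not on reads. A contact of the 2 loci was not tested.

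The mitochondrially encoded mRNAs were lower with the SNHG26 guides on both days. Summed over the 13 genes, reads were 8690 and 8847 in the knockdown libraries and 9146 and 11360 in the control libraries. The mitochondrial ribosomal RNAs took 15.3% and 11.1% of the listed TPM in the knockdown libraries and 16.5% and 16.4% in the control libraries, so the day 3 knockdown library stood apart. Scaling by the median ratio left the list at -0.37, which argues against the composition of the libraries on the TPM scale as the cause. Variation between libraries with the same guides cannot be told apart from an effect of the guides. The list's median changed by -0.20 between the knockdown libraries and by 0.05 between the control libraries, against -0.22 and -0.42 between arms, and 2 libraries per arm are too few to set one against the other. These RNAs come from shared precursors and vary together, which the preset correlation of camera does not allow for. An effect of the knockdown on mitochondrial transcripts stays open and untested.

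The next classes were picked after the reads of every gene biotype in the table had been looked over, so their p-values are too small by an unknown amount. Only genes whose values were whole reads were summed. The cDNA was primed with oligo-dT, and which forms of these RNAs gave the reads was not tested. Reads of 64 such small nucleolar RNA genes summed to 117 and 104 in the knockdown libraries and to 127 and 189 in the control libraries. The log2 changes were -0.26 on day 2 and -0.90 on day 3 after allowing for depth. The 3 vault RNA genes with whole reads, also short, went the other way, with 162 and 132 reads against 113 and 111. The exact two-sided binomial p for small nucleolar RNAs was 0.178 on day 2 and 2.22e-07 on day 3, and each compares 2 libraries only. The control libraries differed from each other by 0.32 and the knockdown libraries by -0.33, so variation between libraries with the same guides may give much of this and cannot be told apart from an effect of the guides with 2 libraries per arm.

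Short genes carried much of the TPM. Processed pseudogenes took from 7.29% to 8.13% of the listed TPM and from 0.857% to 0.931% of the estimated reads. Lengths that include introns are a candidate cause: 92.1% of 38 spliced single-transcript genes came out as whole reads over the span with introns. Levels of different genes in these TPM values are therefore not comparable as transcript abundance, and a filter on TPM keeps short genes with 1 read while it removes long genes with many. No biological explanation was tested for this.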
